# Characterization of N^6^-methyladenosine in cattle-yak testis tissue

**DOI:** 10.3389/fvets.2022.971515

**Published:** 2022-08-09

**Authors:** Xingdong Wang, Jie Pei, Shaoke Guo, Mengli Cao, Yandong Kang, Lin Xiong, Yongfu La, Pengjia Bao, Chunnian Liang, Ping Yan, Xian Guo

**Keywords:** cattle-yak, male sterility, spermatogenesis, N^6^-methyladenosine, testicular tissue

## Abstract

N^6^-methyladenosine (m^6^A) is the most common form of eukaryotic mRNA modification, and it has been shown to exhibit broad regulatory activity in yeast, plants, and mammals. The specific role of m^6^A methylation as a regulator of spermatogenesis, however, has yet to be established. In this experiment, through a series of preliminary studies and methylated RNA immunoprecipitation sequencing, the m^6^A map of cattle-yak testicular tissue was established as a means of exploring how m^6^A modification affects cattle-yak male infertility. Cattle-yak testis tissues used in this study were found to contain sertoli cells and spermatogonia. Relative to sexually mature yak samples, those isolated from cattle-yak testis exhibited slightly reduced levels of overall methylation, although these levels were significantly higher than those in samples from pre-sexually mature yaks. Annotation analyses revealed that differentially methylated peaks were most concentrated in exonic regions, with progressively lower levels of concentration in the 3'-untranslated region (UTR) and 5'-UTR regions. To further explore the role of such m^6^A modification, enrichment analyses were performed on differentially methylated and differentially expressed genes in these samples. For the cattle-yaks vs. 18-months-old yaks group comparisons, differentially methylated genes were found to be associated with spermatogenesis-related GO terms related to the cytoskeleton and actin-binding, as well as with KEGG terms related to the regulation of the actin cytoskeleton and the MAPK signaling pathway. Similarly, enrichment analyses performed for the cattle-yaks vs. 5-years-old yaks comparison revealed differentially methylated genes to be associated with GO terms related to protein ubiquitination, ubiquitin ligase complexes, ubiquitin-dependent protein catabolism, and endocytotic activity, as well as with KEGG terms related to apoptosis and the Fanconi anemia pathway. Overall, enrichment analyses for the cattle-yaks vs. 18-months-old yaks comparison were primarily associated with spermatogenesis, whereas those for the cattle-yaks vs. 5-years-old yaks comparison were primarily associated with apoptosis.

## Introduction

The yak (*Bos grunniens*) is a highly recognizable symbol of the Qinghai-Tibet Plateau (QTP) and nearby high-altitude regions where it is endemic (1, 2), primarily residing at altitudes of 2,500–6,000 m (3). Yaks are well-suited to surviving in the harsh climate of the QTP, and can readily tolerate environmental stressors including hypoxia, cold, and local diseases (3), serving as the primary form of livestock for humans living in this area (4). Highlanders use yaks both as pack animals and as a source of meat, milk, fuel, and fur (5). They are also central components of efforts to conserve agrobiodiversity, promote socio-economic development, and maintain rangeland ecosystems in these plateau regions (6). Relative to other cattle species, however, yaks exhibit lower rates of growth, reduced production performance (7), lower levels of fertility, and late sexual maturity (8). In most cases, yaks present with short-lived, relatively inconspicuous estrus behaviors beginning at 3–4 years of age, producing just once every 2 years or twice every 3 years (9).

Interspecific hybridization can play a central role in the adaptation and evolution of particular species in nature, with heterosis often resulting from the hybridization of genetically distinct animals (10). In an effort to improve yak production performance, researchers and breeders have sought to combine the excellent productivity of other cattle species with the QTP-adapted traits of yaks, such as cold tolerance, through interspecific hybridization (11). The resultant cattle-yaks, which are a hybrid of yaks and conventional cattle (*Bos taurus*), possess the high productivity of cattle and the adaptability of yaks to high-altitude conditions (12). Cattle-yaks exhibit excellent heterosis with respect to growth speed, disease resistance, drought tolerance, meat quality, and adaptability to the plateau environment (13, 14). Meat from these cattle-yak hybrids, which are larger than yaks, contains higher levels of protein and lower fat content as compared to yak meat, thus fulfilling a need for the production of healthier high-quality foods fit for public consumption (15). However, this heterosis cannot be effectively leveraged owing to the fact that F1 male cattle-yaks exhibit an inability to produce sperm, resulting in sterility (16). Despite the normal development of external cattle-yak reproductive organs, spermatogenesis in these hybrids is blocked after the primary spermatocyte stage, with only a relatively small number of autosomes from a few spermatocytes being evident in the meiotic synaptonemal complex (SC) in these animals (17). Prior research efforts have leveraged multifunctional strategies including transcriptomic, proteomic, genetic, physiological, and endocrinological approaches in an effort to clarify the mechanistic basis for male hybrid sterility (12). However, the mechanisms that ultimately drive male cattle-yak infertility have yet to be firmly established.

Spermatogenesis is a complex process wherein diploid spermatogonial stem cells (SSCs) undergo differentiation to produce haploid spermatozoa through tightly regulated mitotic, meiotic, and spermatogenic processes that are controlled at the transcriptional, post-transcriptional, and translational levels (18). Epigenetic regulation can also shape the development of the male reproductive system, with both developmental and environmental factors influencing the establishment of epigenetic marks that, in turn, govern both the early stages of embryonic development and gametogenic processes (19). Several studies have shown that impaired epigenetic dysregulation can disrupt human spermatogenesis, contributing to male infertility and associated spermatogenesis disorders (20). Over 100 different chemical RNA modifications have been detected to date, including the N^1^-methyladenosine (m^l^A), m^6^A, and 5-methylcytosine (m^5^C) modifications (21). In eukaryotic cells, m^6^A is the most common form of RNA modification (22), controlling all stages of the RNA metabolism process including the folding, maturation, stabilization, and translation of modified mRNAs (23). Notably, m^6^A RNA modification has been shown to be crucial for male germ line development, particularly in the context of mammalian spermatogenesis (24, 25).

Analyses of testes tissue samples from a range of species have highlighted relationships between the process of spermatogenesis and RNA m^6^A modification (26–28). Male mice in which the *ALKBH5* gene has been knocked out exhibit increased m^6^A levels and impaired fertility as compared to wild-type (WT) littermates, suggesting a role for this m^6^A demethylase in this physiological setting (29, 30). Notably, *METTL3*-deficient murine embryonic stem cells do not undergo normal differentiation, and the mutation of *METTL3* is associated with embryonic lethality in mice (29). Two *FTO* mutations have been linked to reductions in semen quality, and the dysfunction of the FTO protein has been tied to decreased male fertility (31). Single-cell sequencing data from human testis samples have revealed the expression of RNA m^6^A regulatory genes in almost all testis cell types, including both somatic and spermatogenic cells (32). Consistently, knocking down *FTO, ALKBH5, METTL3, METTL14, YTHDF2*, or *YTHDC2* impairs normal gametogenesis and fertility (33). These prior results thus strongly suggest that altered RNA m^6^A modification may play a causative role in the regulatory processes underlying the molecular pathogenesis of male infertility.

The present study was developed with the goal of studying the mechanisms underlying m^6^A modification and associated regulatory processes in samples of testis tissue from sterile male cattle-yaks. To that end, a MeRIP-seq approach was used to establish whole transcriptomic m^6^A profiles for samples of testis tissue from normal sexually matured sterile male cattle-yaks. Using this approach, differentially methylated peaks were identified by comparing 5-years-old cattle-yaks (T group) with pre-sexually mature 18-months-old yaks (Y group) and post-sexually mature 5-years-old cattle-yaks (M group) that have been published previously (34), thus offering insight into the regulatory importance of m^6^A methylation in the context of cattle-yak sterility.

## Materials and methods

### Ethics statement

All animal-related procedures were consistent with guidelines established by the China Council on Animal Care and the Ministry of Agriculture of the People's Republic of China. The Animal Care and Use Committee of the Lanzhou Institute of Husbandry and Pharmaceutical Sciences Chinese Academy of Agricultural Sciences approved all yak handling procedures for this study (Permit No: SYXK-2014-0002).

### Tissue sample isolation

Samples of testicular tissue were harvested following castration from three normal 5-years-old cattle-yaks in Xiahe County, Gannan Tibetan Autonomous Prefecture (N34°51 ', E102°26 '). Prior to tissue sample collection, iodophor was used to disinfect the samples. After sample isolation, a surgical needle was used to suture the wound site, with penicillin/streptomycin then being administered to protect against infection. The white testicular membrane was removed, and tissues were rinsed using 1 × PBS. Samples were then minced into 5 cm^3^ segments and transferred to a cryotube, after which they were snap-frozen using liquid nitrogen. A subsample of these testicular tissue isolates was also immobilized in Bouin's Fluid (SolarBio, Beijing, China). Samples were transferred to Lanzhou Institute of Husbandry and Pharmaceutical Sciences, Chinese Academy of Agricultural Sciences for subsequent use immediately after collection.

### Hematoxylin and eosin staining

After fixation, testicular tissue samples were dehydrated using 75% ethanol, paraffin-embedded, and cut into 6 mm sections that were then stained with an improved H&E staining kit (SolarBio, Beijing, China) based on provided direction. Sections were then sealed using neutral gum and imaged with a Pannoramic 250 digital section scanner (Drnjier, Jinan, China).

### RNA isolation and CDNA preparation

TRIzol (Invitrogen, CA, USA) was used to extract RNA from tissue samples, after which the purity (OD260/280 ratio) and concentration of RNA in these samples was measured with a NanoDrop 2,000 instrument (ThermoFisher Scientific, MA, United States). RNA at a concentration of 500–5,000 ng/mL with an OD260/280 ratio of 1.9–2.1 was selected and diluted to 500 ng/mL. Then, cDNA was prepared using a Transcriptor First Strand cDNA Synthesis Kit (Takara Bio Inc., Dalian, China), after which it was stored at−80°C for subsequent use.

### qPCR

Analyses of cattle-yak testis m^6^A status were performed using appropriate primers (Supplementary Table S1), a LightCycler^®^ 96 Instrument (Roche, Beijing, China), and reaction conditions (Supplementary material) reported previously (34). Analyzed RNA methylation-associated genes detected *via* qPCR included *METTL3, METTL14, WTAP, FTO, ALKBH5, YTHDF1/2/3, YTHDC1/2, RBM15, VIRMA*, and *ZC3H13*. Relative gene expression levels were assessed *via* the 2^−^ΔΔCT method (35), with *GAPDH* serving as a normalization control. Analyses were repeated in triplicate, and differences in gene expression were compared *via* analyses of variance (ANOVAs).

### m^6^A content analyses

An EpiQuik RNA Methylation Quantification Kit (Epigentek, P-9005, NY, United States) was used to detect mRNA m^6^A levels in cattle-yak testis samples based on provided directions.

### MeRIP-seq and RNA-seq analyses

Sequencing libraries (Supplementary material) were prepared with the Illumina TrueSeq Stranded mRNA platform as in prior reports (34). The Illumina HiSeq X10 System at OE Biotech Co., Ltd. (Shanghai, China) was used to perform paired-end sequencing. All data were submitted to the Gene Expression Omnibus (GEO) database (Accession number: GSE205649). RNA-seq data were subjected to quality control and statistical analyses (Supplementary material) as in prior reports (34).

### Statistical analysis

SPSS v 21.0 was used for all statistical analyses (36). Data were compared *via* one-way ANOVAs, with *P* < 0.05 or *P* < 0.01 as the threshold of significance (37).

## Results

### Histopathological analyses of cattle-yak testicular tissue samples

Initially, histopathological examination of cattle-yak testicular tissue samples was performed under a light microscope (10x, Figure 1A). Visually, the seminiferous tubules were loosely arranged with air bubbles between them. When examined under further magnification (40×, Figures 1B,C) germ cells in these testis tissues were found to primarily be arranged in a spermatogonia monolayer attached to the seminiferous tubule basement membrane with only limited numbers of visible spermatocytes.

**Figure 1:**
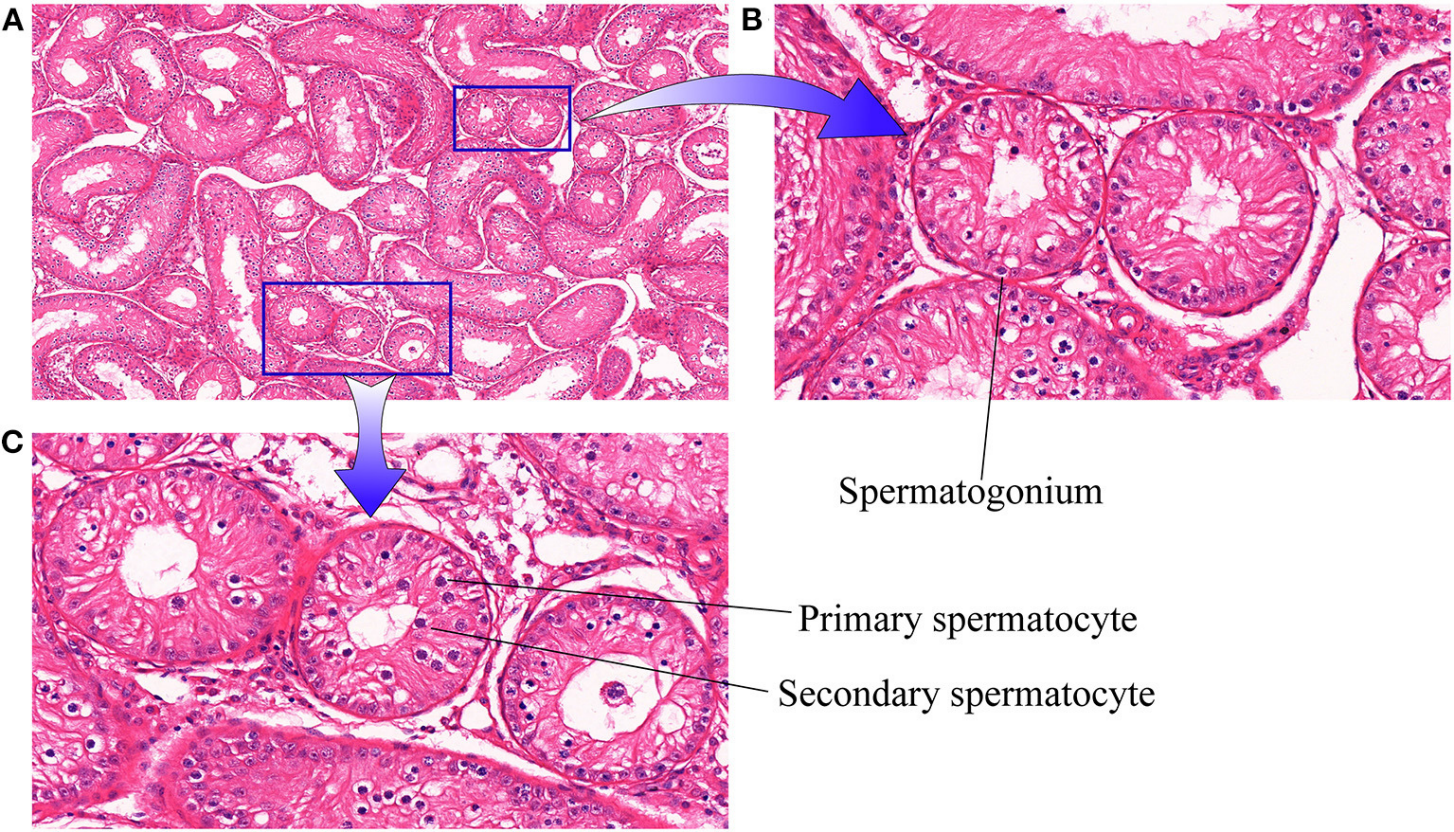
Cattle-yak testicular tissue sections. **(A)** 10× magnification; **(B,C)** 40× magnification.

### qPCR and global m^6^A quantification analyses

Next, overall methylation levels were compared between testicular tissue samples collected from 5-years-old cattle-yaks, 18-months-old yaks (pre-sexually mature yaks), and 5-years-old yaks (post-sexually mature yaks). While the levels of methylation in 5-year-old yaks were higher than in 5-years-old cattle-yaks, these differences were not significant. However, methylation levels were significantly higher in testicular samples from both 5-years-old yaks and cattle-yaks in comparison to 18-months-old yaks (Figure 2A). The mRNA level expression of several methylation-related genes was also assessed in these samples (Figure 2B), revealing that the majority of these genes were downregulated in cattle-yak testicular samples relative to those in samples from both 5-years-old and 18-months-old yaks. Specifically, testicular *METTL14, YTHDF1, YTHDF2, RBM15, ZC3H13*, and *VIRMA* expression was significantly reduced in cattle-yaks relative to both analyzed yak samples, whereas testicular *WTAP, FTO, ALKBH5, YTHDC1*, and *YTHDC2* mRNA levels were significantly lower in cattle-yaks relative to 5-years-old yaks, although they did not differ significantly relative to 18-months-old yaks. Moreover, *METTL3* and *YTHDF3* expression was significantly increased in cattle-yaks relative to 18-months-old yaks, whereas they did not differ significantly from levels in 5-years-old yaks. The observed alterations in methylation-associated enzyme expression may underlie profound differences in the m^6^A methylation status of cattle-yak testicular tissues.

**Figure 2:**
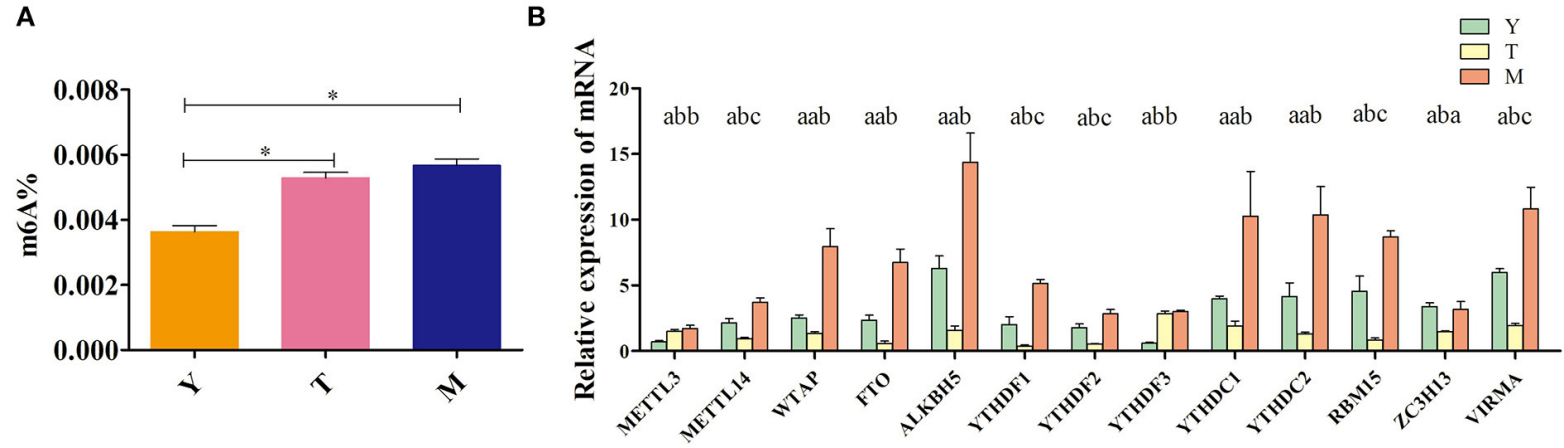
Analyses of m^6^A levels in yak and cattle-yak testicular tissues. **(A)** Overall levels of testis tissue methylation. Y: 18-months-old yak, T: cattle-yak, M: 5-years-old yak, **P < 0.01, *P < 0.05. **(B)** Methylation-related enzyme expression in the indicated yak groups. Different lowercase letters correspond to significant differences among groups (*P* < 0.05), whereas identical letters indicate a lack of any significant differences (*P* > 0.05).

### Sequencing data quality control and reference genome comparisons

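MeRIP-seq compares RNA fragments pulled down with an antibody against m6A (the IP library) with the same RNA before the pull-down (the input library), so that stretches richer in the IP than in the input are called as m6A peaks. Testis tissue of 3 cattle-yaks aged 5 years (TES5, TES6 and TES7) gave 1 IP and 1 input library each, 6 libraries in all. The paper's Supplementary Table S3 lists 45298905, 42596747 and 49655806 uniquely mapped reads for the IP libraries of TES5, TES6 and TES7, and 44917879, 45732094 and 40688761 for their input libraries. By the same table, the mapped share of reads was 81.9% ± 5.19 (SD, n = 3) in the IP libraries and 88.3% ± 1.17 (SD, n = 3) in the input libraries, and it was lower in the IP than in the input of each animal, by 11.0 percentage points in TES5, 3.23 in TES6 and 5.03 in TES7. The authors trimmed the reads with Trimmomatic, removed ribosomal RNA reads with SortMeRNA, aligned the rest to the yak genome LU_Bosgru_v3.0 with HISAT2 and kept unique reads. They called peaks with MeTDiff, with the input as control, and annotated them with ChIPseeker. The resulting list holds 1 set of peaks for the group, each with its start, end, annotation class, gene and transcript. It carries no score, fold enrichment or value per animal, so the spread between animals cannot be given for any peak, and the intervals given for shares of peaks (95%, Wilson) cover counting error only. Here the listed peaks were counted as they stand, without a new peak call.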

Next, the MeRIP-seq analysis of 6 samples was conducted (Supplementary Table S2), yielding 43.31 Gb of clean data. Each sample yielded 6.31–8.15 Gb of data, with Q30 base distributions of 94.83%-96.30%, with an average GC content of 56.70%. These reads were successfully aligned to a reference genome (LU_Bosgru_v3.0: http://ftp://ftp.ensembl.org/pub/release-99/fasta/bos_grunniens/dna/Bos_grunniens.LU_Bosgru_v3.0.dna_sm.toplevel.Fa.gz, with alignment rates of 76.01%-89.07% (Supplementary Table S3).

### Methylation peak detection and annotation

Next, the whole transcriptome m^6^A profile for cattle-yak testicular tissues were obtained by high-throughput sequencing. 

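The width of each listed peak equals its span on the genome from start to end, introns included. Widths ran from 135 bp to 540859 bp, with a median of 1022 bp and quartiles of 299 bp and 4913 bp. Peaks of at most 1000 bp made up 49.8% of the list (95% interval 49.0% to 50.6%), those from 1001 to 5000 bp 25.5%, those from 5001 to 10000 bp 10.3%, those from 10001 to 50000 bp 12.2%, those from 50001 to 100000 bp 1.53%, and those over 100000 bp 0.649%. The widest peak lay on chromosome 22 from 63169878 to 63710736, in the 5' UTR class of *RBMS3* (ENSBGRG00000024702), whose listed transcript spans 815192 bp. Among the 14089 peaks on genes with an FPKM (expression scaled by transcript length and library size) of at least 1 in every input library, the share of at most 1000 bp was 47.0%. A pair of identical intervals left 16185 unique ones, and merging the peaks of a gene that overlapped or lay within 100 bp of each other left 15278.

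**Figure D1:**
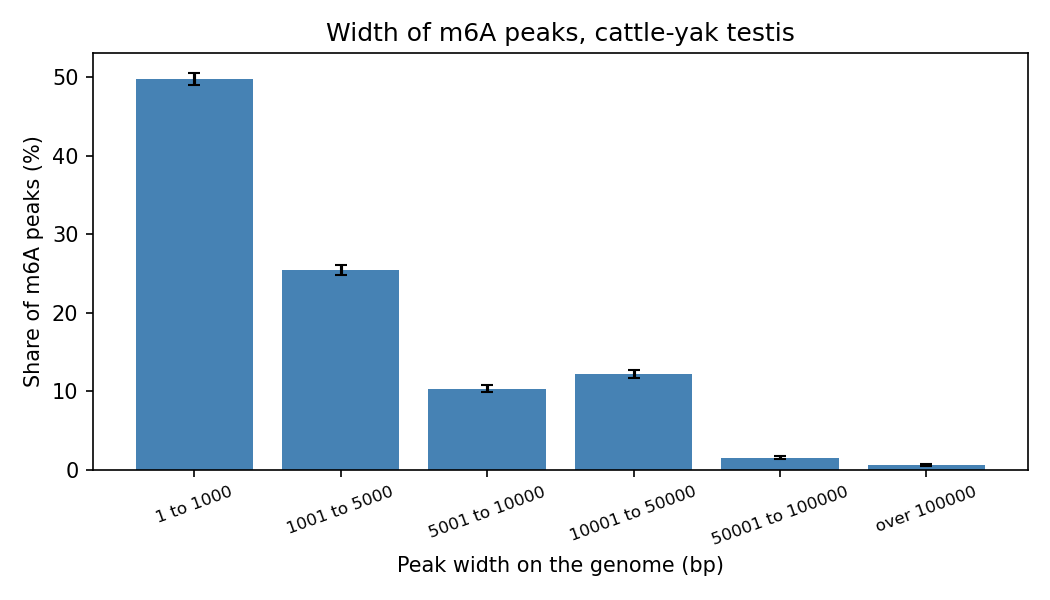
Share of the m6A peaks of cattle-yak testis (y axis, %) in each range of peak width on the genome (x axis, bp). Bars are shares of the 16186 listed peaks and error bars are 95% Wilson intervals. The bar for widths up to 1000 bp stands at 49.8%, and the bar for 10001 to 50000 bp (12.2%) is higher than that for 5001 to 10000 bp (10.3%).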

A total of 16,186 peaks (Supplementary Table S4) were detected, and the widths of most peaks was distributed between 1 bp and 1,000 bp (*n* = 8,059), for details of the numbers of methylation peaks in each width range (see Table 1). For further details regarding methylation peak width distributions, see Supplementary Figure S1A. As the predicted methylation sites varied among samples, they were next separated into five reliability-based subcategories: Non-reliable, Low, Moderate, High, and Very High (Supplementary Figure S1B). 

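The listed peaks fell on 8986 gene identifiers. Of these, 4856 carried a single peak (95% interval of the share 53.0% to 55.1%), 2384 carried 2 peaks (26.5%), 1034 carried 3 (11.5%) and 417 carried 4 (4.64%). The identifier with the most peaks was ENSBGRG00000011817 (*SYNE2*), whose listed transcripts lie on chromosome 11 from 65556636 to 65857618. Its 18 peaks comprised 15 in the exon class and 3 in the 5' UTR class, and its FPKM in the input libraries was 7.80 ± 1.58 (SD, n = 3). It was followed by *MACF1* on chromosome 3 with 17 peaks, *PCDHGA4* on chromosome 8 with 14 and *DST* on chromosome 24 with 13, all in the exon class, and by 3 identifiers with 12 peaks each. The annotated exon belonged to another identifier for 1 of the *SYNE2* peaks, 2 of the *MACF1* peaks and 4 of the *PCDHGA4* peaks. The share of genes with a single peak moved most when genes were counted by symbol instead of identifier, to 47.7% of 7802 symbols, because 768 symbols are carried by more than 1 identifier with a peak. By symbol, the most peaks were on *UBE2M*, with 45 on 17 identifiers, and *ZNF773*, with 26 on 10, ahead of *SYNE2* with 19 on 2, while no single identifier of *UBE2M* or *ZNF773* carried more than 7.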

CHIPseeker-based annotation results revealed 1–18 m^6^A peaks per gene, with 54% of genes exhibiting only a single peak (Supplementary Table S5), while the *SYNE2* gene encoded on chromosome 11 exhibited the highest number of peaks (18 m^6^A peaks).

**Table 1:** The numbers of methylation peaks in each width range.

**Peaks width (bp)**	**TES (number)**
1–1,000	8,059
1,001–5,000	4,122
5,001–10,000	1,672
10,001–50,000	1,981
50,001–100,000	247
>100,000	105

Most peaks were concentrated in the exonic regions of associated genes, with progressively fewer peaks in the 3'-UTR and 5'-UTR regions (Figure 3A). 

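Of the listed peaks, 11386 were in the exon class (70.3%, 95% interval 69.6% to 71.0%), 3373 in the 3' UTR class (20.8%, 20.2% to 21.5%) and 1427 in the 5' UTR class (8.82%, 8.39% to 9.26%). The intervals of the 3 classes do not overlap. The class depended on the width of the peak. Among peaks of at most 300 bp, 30.3% were in the 3' UTR class and 8.17% in the 5' UTR class, whereas among the 352 peaks over 50000 bp these shares were 11.4% (8.46% to 15.1%) and 27.8% (23.4% to 32.7%). The order of the UTR classes was reversed when each peak was weighted by its width on the genome. Peaks of the 3' UTR class then held 12.1% of the summed width and those of the 5' UTR class 19.2%. The exon class kept 68.8%. These sums count any introns inside the peaks and are not lengths of UTR. The median width was 447 bp in the 3' UTR class, 1333 bp in the exon class and 1985 bp in the 5' UTR class.

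**Figure D2:**
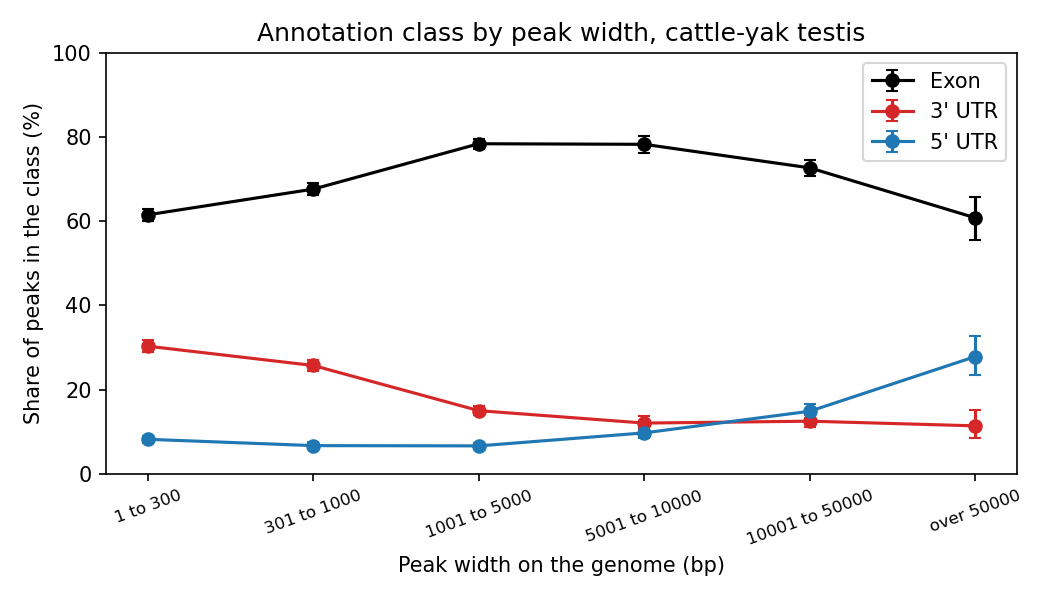
Share of peaks in the exon, 3' UTR and 5' UTR classes (y axis, %) by peak width on the genome (x axis, bp). Points are shares within each width range and error bars are 95% Wilson intervals. The 3' UTR class falls from 30.3% to 11.4% and the 5' UTR class rises from 8.17% to 27.8% between the narrowest and the widest range.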

To demonstrate representative patterns of m^6^A methylation, two model genes were selected for depiction. For the *VGLL3* mRNA, peaks were present in the CDS and 3'-UTR regions, while in the *DONSON* mRNA they were located in the 3'-UTR, CDS, and 5'-UTR regions (Figure 3B). 

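*VGLL3* (ENSBGRG00000000004) is listed with a transcript on the plus strand of chromosome 1 of LU_Bosgru_v3.0, from 956005 to 1012265. Its 2 peaks were a 149 bp peak from 969728 to 969876, annotated to exon 2 of 5, and a 29281 bp peak from 982395 to 1011675 in the 3' UTR class. *DONSON* (ENSBGRG00000000141) is listed with a transcript on the minus strand of chromosome 1, from 37231178 to 37242874. Its 3 peaks were a 1113 bp peak from 37231825 to 37232937 in the 3' UTR class, a 258 bp peak from 37236104 to 37236361, annotated to exon 7 of 11, and a 300 bp peak from 37241779 to 37242078 in the 5' UTR class. The annotation names exons without stating which parts are coding. The symbol *VGLL3* is carried by 2 further identifiers without a peak. In the input libraries of TES5, TES6 and TES7, the FPKM of the *VGLL3* identifier with peaks was 2.25, 1.93 and 5.14, a mean of 3.11 ± 1.77 (SD, n = 3), and that of *DONSON* was 15.4, 15.2 and 11.2, a mean of 13.9 ± 2.34 (SD, n = 3).

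**Figure D3:**
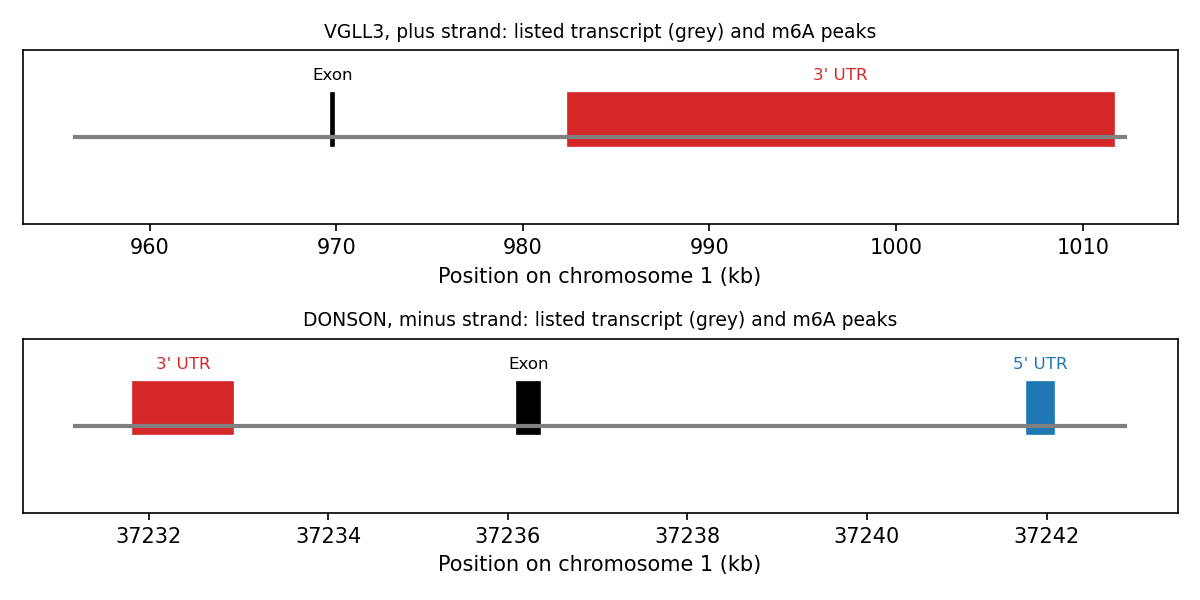
Map of the m6A peaks of *VGLL3* and *DONSON* on chromosome 1 (x axis, kb). Grey lines are the listed transcripts and boxes are peaks, coloured by annotation class. The 3' UTR class peak of *VGLL3* spans 29281 bp on the genome, against 1113 bp for that of *DONSON*. These spans count any introns and are not lengths of 3' UTR.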

As m^6^A modification is generally associated with the 5-RRACH-3 sequence (R = A or G; H = A, C or U) (38), the enrichment of m^6^A peaks in the common RRACH sequence was assessed, revealing comparable enrichment in these cattle-yak samples to previously reported data (Figure 3C). These results thus offer further credibility to these m^6^A peak data, supporting the regulatory role of a ubiquitous mechanism governing patterns of RNA methylation.

**Figure 3:**
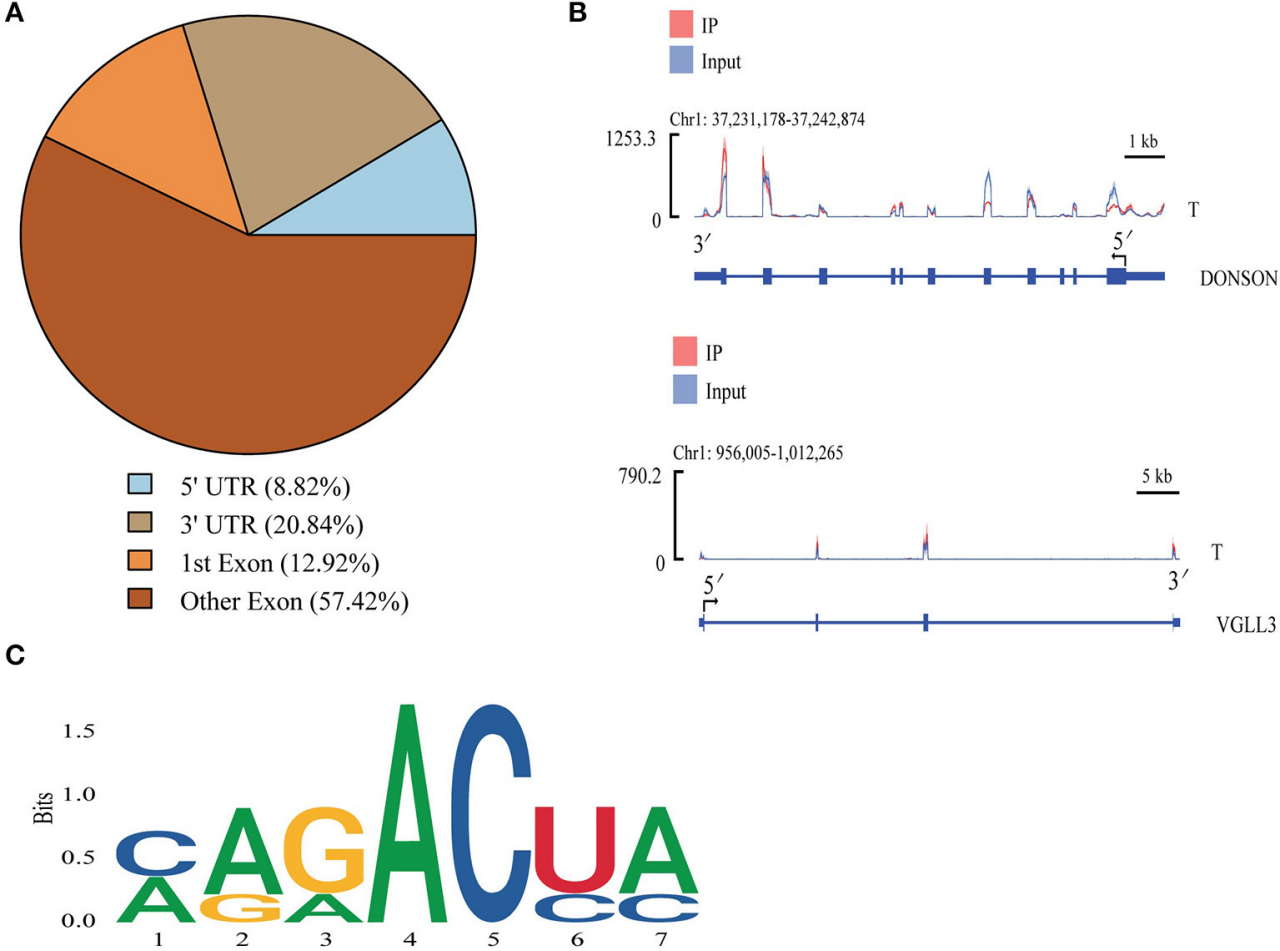
Cattle-yak methylation peak analyses. **(A)** mRNA methylation peak distributions. **(B)** IGV plots demonstrating peaks in the *VGLL3* and *DONSON* genes. **(C)** The motifs most commonly subjected to m^6^A modification in cattle-yak testicular samples.

### Detection and annotation of differentially methylated peaks

Differentially methylated peaks (DMPs) were next analyzed with the MeTDiff software (screening criteria: diff. *p* ≤ 0.05; diff.fc ≥ 1.5), with 5,948 DMPs being identified for the T vs. Y comparison, of which 3,953 and 2,843 were upregulated and downregulated, respectively, in cattle-yak samples (Figure 4A). Similarly, 5,946 DMPs were identified for the T vs. M comparison, of which 3,103 and 2,843 were respectively upregulated and downregulated in cattle-yak samples (Figure 4B). DMP width distributions are presented in Supplementary Figure S1C. Distributions of detected DMPs on gene functional elements were further annotated, revealing the majority of these peaks to be concentrated in exonic regions, followed by the 3'-UTR and 5'-UTR regions (Figure 4C).

**Figure 4:**
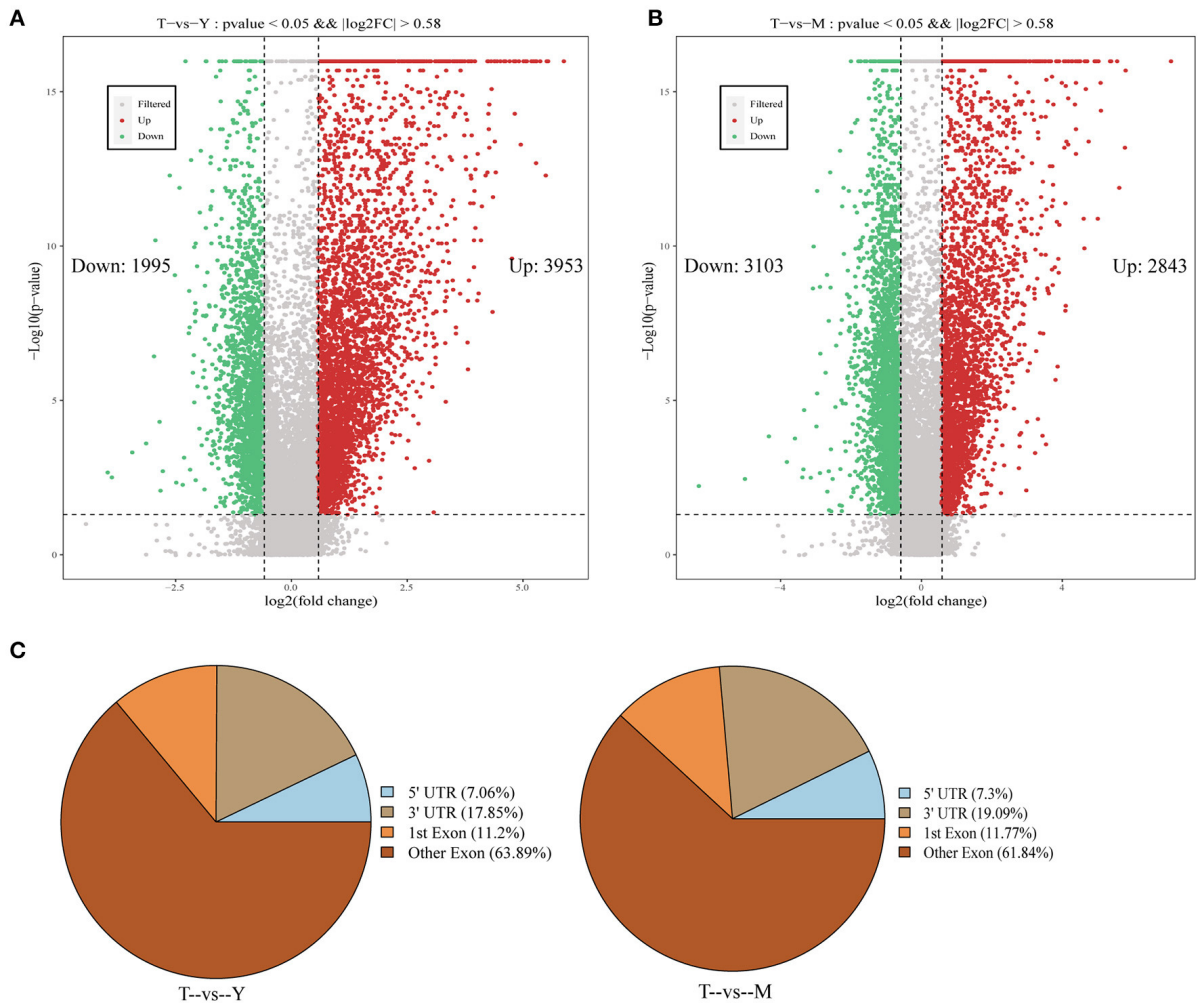
Identification and annotation of differentially methylated peaks. **(A,B)** Volcano plots demonstrating differentially methylated peak distributions. **(C)** Pie charts representing the annotation of DMPs associated with different gene regions.

### Enrichment analyses of differentially methylated peak-associated genes

To gain potential insight into the effects of m^6^A methylation on gene expression and function in the testes of sterile male cattle-yaks, GO, and KEGG functional enrichment analyses of genes bearing DMPs were next conducted. GO analyses of the DMPs identified for the T vs. Y comparison revealed these genes to be enriched for molecular functions including cytoskeletal protein binding, tubulin binding, and ubiquitin-like protein ligase binding, cellular components including the microtubule organizing center, cytoskeleton, and Golgi apparatus, and biological processes including the cell cycle, cytoskeleton organization, and cell differentiation (Figure 5A). KEGG analyses for the T vs. Y comparison further indicated that DMP-associated genes were significantly enriched in the regulation of actin cytoskeleton, Notch signaling, cell cycle, and TGF-β signaling pathways (Figure 5B). GO analyses for the T vs. M group comparison similarly revealed DMPs to be enriched for molecular function terms including microtubule binding, kinesin binding, and protein serine/threonine kinase activity, cellular components including microtubule-organizing centers, actin filaments, and the ubiquitin ligase complex, and biological processes including meiotic spindle organization, ubiquitin-dependent protein catabolic process, and endocytosis (Figure 5C). KEGG analyses for the T vs. M comparison additionally indicated that these DMPs were associated with the homologous recombination, apoptosis, steroid hormone biosynthesis, and Fanconi anemia pathways (Figure 5B).

**Figure 5:**
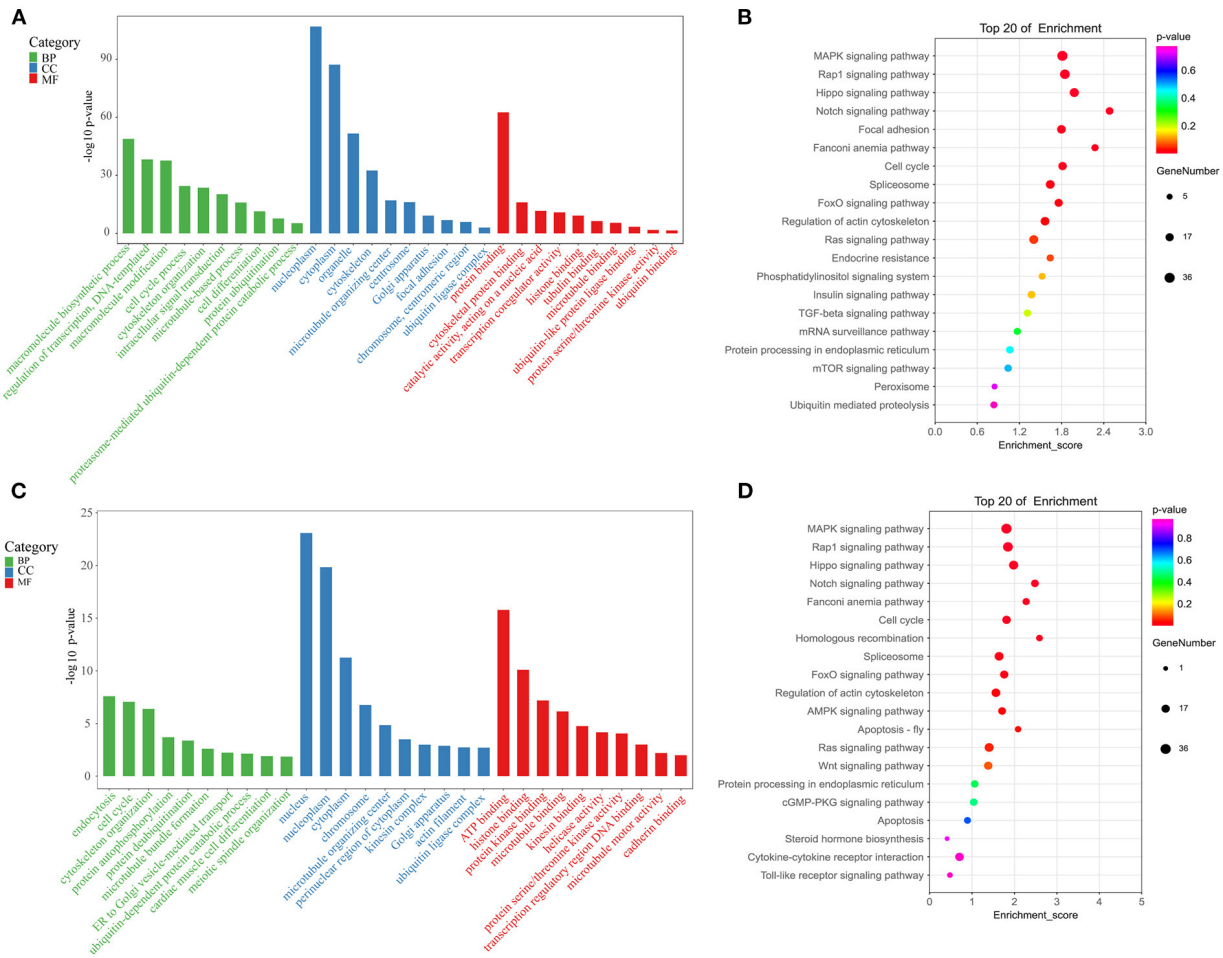
Enrichment analyses. **(A)** GO analyses for the T vs. Y group. **(B)** KEGG analyses for the T vs. Y group. **(C)** GO analyses for the T vs. M group. **(D)** KEGG analyses for the T vs. M group.

### RNA-seq-based differential gene enrichment analyses

Next, RNA-seq analyses were used to compare changes in mRNA expression in cattle-yak testis tissues (Supplementary Table S6). 

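For the cattle-yak arm of this comparison, the authors deposited FPKM (fragments mapped to a gene, scaled by transcript length and library size) for 20953 genes in the input libraries of TES5, TES6 and TES7. The yak libraries were not analysed here, so no difference between groups was computed. The FPKM values summed to 302365, 280940 and 285927 in TES5, TES6 and TES7. An FPKM of at least 1 was listed for 12121, 12147 and 11906 genes, and for 11402 genes (54.4%) in all 3 animals, while 3390 genes were listed at 0 in all 3. Across the 15574 genes above 0 in every animal, Pearson's r of log2(FPKM + 1) was 0.985 between TES5 and TES6, 0.978 between TES5 and TES7 and 0.987 between TES6 and TES7. These correlations run across genes, which are not independent replicates. The median coefficient of variation between the animals was 12.2% over the genes with an FPKM of at least 1 in all 3. With a minimum of 0.5 in place of 1, 12552 genes passed in all 3 animals. The part of the paper's Supplementary Table S6 used here holds 842 of its 20953 genes, and all 842 had the same cattle-yak FPKM there as in the deposited values.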

Relative to testis samples from 18-months-old yaks, cattle-yak samples exhibited 5,895 and 6,577 genes that were respectively up- and downregulated (*P* < 0.05, log2FC > 0.58). Relative to 5-years-old yak tissue samples, cattle-yak samples exhibited 5,385 and 6,146 genes that were up- and down-regulated, respectively (*P* < 0.05, log2FC > 0.58) (Figure 6C). GO analyses for differentially expressed genes (DEGs) identified for the T vs. Y group comparison revealed these genes to be enriched for molecular functions including actin filament binding, protein serine/threonine kinase activity, and ATP binding, cell components including the cytoskeleton, cytoplasm, and centrosome, and biological processes including spermatogenesis, actin filament organization, and intracellular signal transduction (Figure 6A). KEGG analyses for the T vs. Y comparison revealed these DEGs to be primarily enriched in the cellular senescence, regulation of actin cytoskeleton, and MAPK signaling pathways (Figure 6D). GO analyses for the T vs. M comparison revealed associated DEGs to be enriched for molecular function terms including ATP binding, actin filament binding, and protein serine/threonine kinase activity, cellular component terms including the cytoplasm, centrosome, and microtubules, and biological process terms including spermatid development, protein ubiquitination, and DNA replication-dependent nucleosome assembly (Figure 6B). Similarly, KEGG analyses for the T vs. M comparison revealed associated DEGs to primarily be enriched in the apoptosis, regulation of actin cytoskeleton, and Fanconi anemia pathways (Figure 6E).

**Figure 6:**
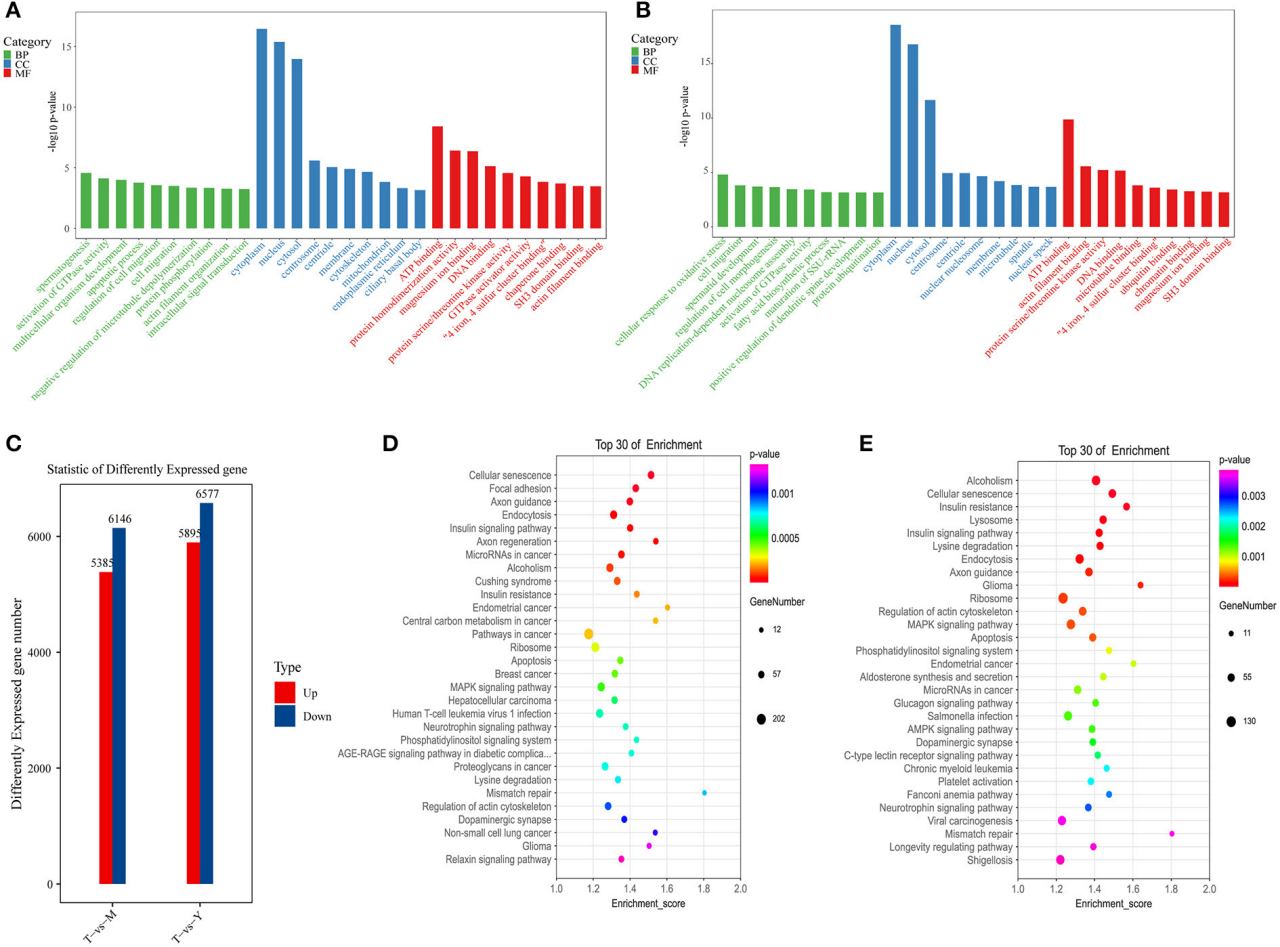
Functional enrichment analyses for DEGs. **(A)** GO analyses for the T vs. Y group. **(B)** KEGG analyses for the T vs. Y group. **(C)** DEG statistics. **(D)** GO analyses for the T vs. M group. **(E)** KEGG analyses for the T vs. M group.

### Combined analysis of genes differentially expressed and differentially methylated in yak and cattle-yak testis samples

To gain additional insight into the link between m^6^A methylation and mRNA expression, we further analyzed genes that were both differentially methylated (Log_2_ FC > 1, *P* < 0.05) and differentially expressed (log_2_ FC > 1, *P* < 0.05). In total, 1,554 genes for the T vs. Y comparison were significantly differentially methylated and expressed, of which 812 exhibited increased m^6^A peaks and increased mRNA expression, 371 exhibited increased m^6^A peaks and decreased mRNA expression, 113 exhibited reduced m^6^A peaks and increased mRNA expression, and 258 exhibited decreased m^6^A peaks and decreased mRNA expression (Supplementary Table S7). Moreover, 1,364 genes for the T vs. M comparison were differentially expressed and differentially methylated, of which 541 exhibited increased m^6^A peaks and increased mRNA expression, 301 exhibited increased m^6^A peaks and decreased mRNA expression, 226 exhibited decreased m^6^A peaks and increased mRNA expression, and 296 exhibited decreased m^6^A peaks and decreased mRNA expression (Supplementary Table S8). For further details regarding the link between m^6^A methylation status and mRNA expression levels (see Figure 7A).

**Figure 7:**
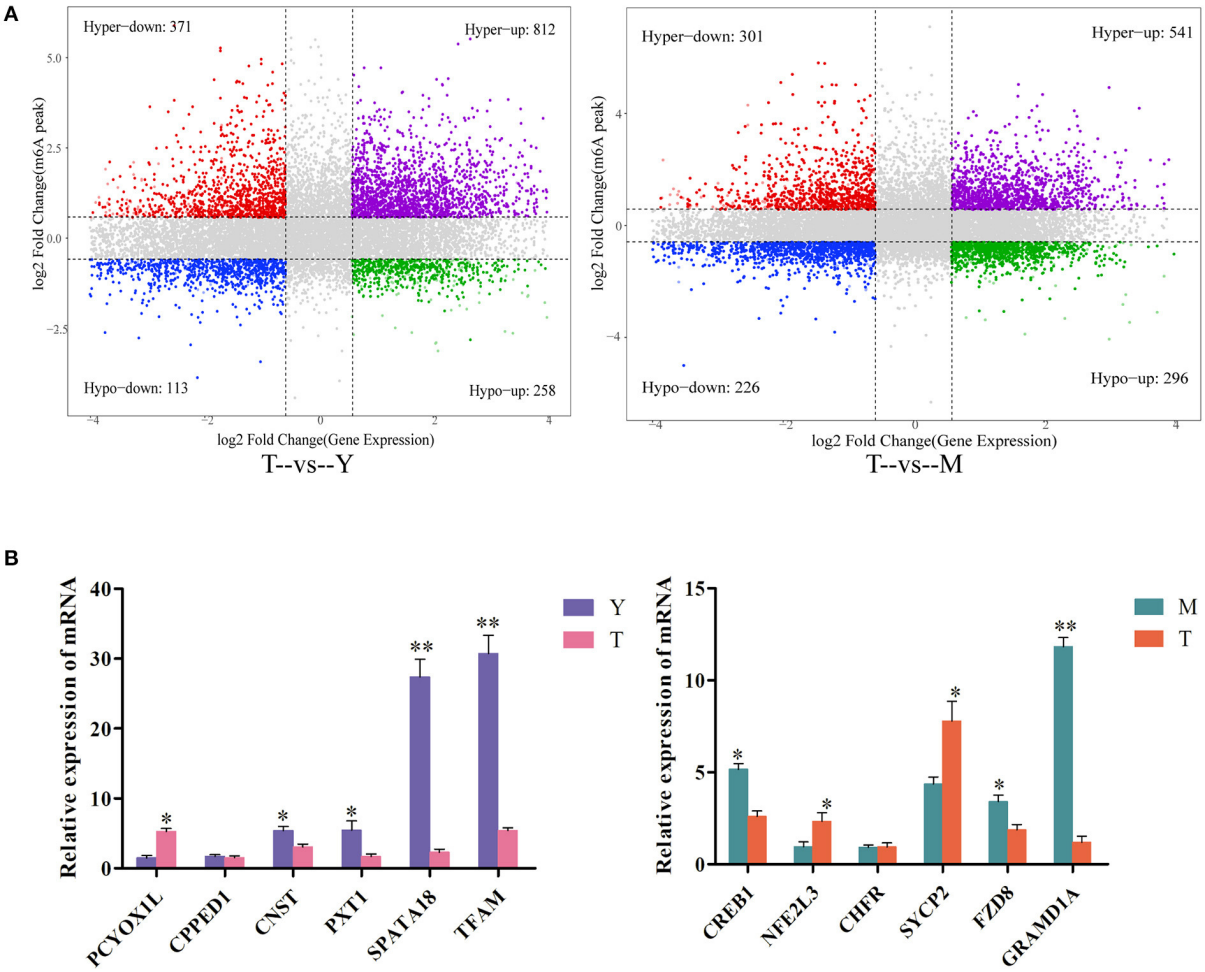
Combined analyses of differentially expressed and differentially methylated genes. **(A)** A combined four-quadrant scatterplot highlighting genes exhibiting significantly altered methylation and expression patterns when comparing the indicated samples, with gray dots corresponding to genes that did not exhibit any significant differences. **(B)** qPCR-based validation of DEGs identified *via* RNA-seq analyses. **P < *0.01*, *P<*0.05*.

Lastly, qPCR analyses were performed to confirm the expression of differentially methylated genes in testicular tissue samples from yaks and cattle-yaks. The detected expression patterns were consistent with RNA-seq results (Figure 7B), thus validating these transcriptomic analyses.

## Discussion

Distant hybridization is a term used to refer to hybridization between relatively distantly related species or genera (39), ultimately promoting the exchange of genes between different biotypes and thereby contributing to altered genotypic and phenotypic characteristics in the resultant offspring. Genotypic changes associated with distant hybridization can arise at the DNA and chromosomal levels, while at the phenotypic level heterosis can arise as a result of the integration of the relative advantages of the parents of a given offspring (40). Distant hybridization can support the development of new species (41–43), but male sterility is common among these hybrid offspring as a consequence of reproductive isolation (44, 45).

Research to date on hybridization-related male sterility has focused on crosses between chickens and quails, silver-black foxes and blue foxes, horses and donkeys, Muscovy ducks and domestic ducks, and yaks and cattle. Wodsedalek et al. (46) posited that male mule infertility following the hybridization of donkeys and horses may be attributable to differences in the numbers of chromosomes in these parental species, contributing to meiotic block and impaired spermatogenesis. Sun et al. (47) and Feng et al. (48), in contrast, found that hybrid offspring of quails and chickens exhibited the same number of chromosomes as both parental species (2*n* = 78), but that the chromosome morphology in these hybrid offspring differed significantly from that of either parent. Imbalances in gonadal enzyme ratios and abnormal hormone offspring in the hybrid offspring of Muscovy ducks and domestic ducks reportedly contribute to abnormalities in testicular anatomy and germ cell division in these animals, with an incomplete blood-testis barrier also potentially contributing to male sterility in this case (49). The prophase arrest of germ cell meiosis in the hybrid offspring of silver-black foxes and blue foxes, together with lower testosterone concentrations and increased prolactin and LH concentrations, can adversely impact spermatogenesis (50).

In prior studies, cattle-yak seminiferous tubules were reported to only harbor Sertoli cells and a limited number of spermatogonia, whereas they were devoid of spermatocytes or other identifiable germ cells. Moreover, these hybrid testis samples exhibited a spermatogenic cell monolayer that was loosely attached to the basement membrane, with increased spermatogonia apoptosis and the disruption of meiotic progression at the mid-pachytene (51). Consistently, H&E staining of cattle-yak testis samples in the present study revealed that only Sertoli cells and spermatogonia were present within the seminiferous tubules, confirming the accuracy of these sampling strategies. The anterior pituitary of cattle-yaks was largely devoid of basophilic cells, with severe segmentation of the nucleus of follicle-stimulating cells and limited numbers of secretory granules, thereby contributing to decreased FSH secretion, limiting seminiferous tubule development (52). Shah et al. (6) employed a STA-PUT approach to isolate spermatocytes and spermatogonia from cattle-yak testis, revealing the diameters of these cells to be significantly reduced relative to those of corresponding cells from yaks or cattle. Cai et al. (53) conducted an RNA-seq analysis assessing genes differentially expressed between yak and cattle-yak testicular tissues, leading to the identification of a link between *NLRP14* and *STRA8* upregulation and undifferentiated spermatogonia accumulation and apoptosis in cattle-yak testes. In contrast, the downregulation of the *SPP1, SPIN2B*, and *PIWIL1* genes was linked to impaired spermatogonia genomic integrity and cell cycle progression, with several other meiosis-assocaited genes also exhibiting some level of downregulation in this context. While many comprehensive analyses of these cattle-yak hybrids have thus been conducted to date, the specific mechanisms underlying male sterility in these animals has yet to be established.

Further qPCR-based quantitative analyses of methylation-associated enzymes in these animals revealed the majority to be expressed at lower levels in cattle-yak testes relative to testes from both 18-month-old and 5-year-old yaks. For example, *METTL14, YTHDF1*, and *RBM15* expression levels were significantly reduced in cattle-yak testicular tissues relative to tissues from 18-month-old and 5-year-old yaks, while *YTHDC2, FTO*, and *ALKBH5* levels were significantly reduced in cattle-yak samples relative to those from 5-year-old yaks. *ALKBH5*-mediated m^6^A modification can influence the stability and splicing of mRNAs with long 3'-UTRs in spermatocytes and round spermatids (54). As such, the m^6^A modification of *ALKBH5* is critical to the meiotic and haploid stages of the spermatogenic process (55). In mice, the knockout of *ALKBH5* can lead to the impairment of spermatogenesis and associated male sterility (56). *YTHDC2*-KO mice, in contrast, exhibit germ cells that fail to mature beyond the zygotic stage (57). The dual knockout of both *METTL3* and *METTL14* can suppress the translation of critical spermatogenesis-associated transcripts linked to m^6^A modification, contributing to further anaphase spermatogenesis abnormalities (18). Mutations in *FTO* are positively correlated with reductions in semen quality and may be linked to decreased male fertility (31). As such, enzymes associated with the process of m^6^A methylation are likely to be critical to the maintenance of normal male reproductive function, with decreases in methylation-related enzyme expression thus representing one potential cause of male cattle-yak sterility.

Methylation peaks in cattle-yak testis tissues were primarily concentrated in exonic regions, with lower levels in the 3'-UTR and 5'-UTR regions. 

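Each peak in the exon class is annotated with the number of its exon and the number of exons of the transcript. Of the 11386 such peaks in cattle-yak testis, 2075 (18.2%, 95% interval 17.5% to 18.9%) were annotated to the last exon, where 16.9% would fall if every exon of a transcript were equally likely, irrespective of length. In transcripts with at least 3 exons, the last exon held 11.6% of the exon class peaks (11.0% to 12.2%), against 10.5% for equally likely exons, and the first exon of the same transcripts held 12.5% (11.9% to 13.1%). Among exon class peaks of at most 1000 bp, 35.8% (34.5% to 37.1%) were in the last exon, against 24.0% for equally likely exons, whereas among those over 1000 bp it was 3.49% (3.06% to 3.97%), against 10.9%. These subsets were chosen after the data were seen. Each peak is listed with a single exon, but widths are spans on the genome and a wide peak can cover several exons. Equally likely exons are then no fair reference, and the counts over all widths include such peaks. The limit of 1000 bp in turn selects peaks without a long intron, which can favour some exons. These shares therefore cannot decide whether peaks gather in the last exon. Peaks in the 3' UTR class are listed apart and are not part of these counts, so any in a last exon are missed. The positions of stop codons were not used here, so the distance of a peak from the stop codon was not measured.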

Partial exon methylation peaks were largely concentrated at sites proximal to stop codons, in line with prior data from human and murine studies (58–60). Ke et al. (61) reported that the majority of m^6^A-modified residues are located near the final exon in a given transcript, providing a mechanism for 3'-UTR regulation. As such, overall m^6^A site distributions seem to be similar across different mammalian species. In prior studies, m^6^A peaks were shown to be enriched in regions harboring conserved RRACH motifs (58, 59), and the same was true for many of the m^6^A-associated sequences in the present study, in line with data from other studies of yeast, amphibians, plants, and mammals (26). Overall, these results provide support for the conservation of m^6^A methylation in mammals.

Functional enrichment analyses were conducted in an effort to explore the biological roles of DEGs and DMPs identified when comparing testis samples from cattle-yaks to those from 18-months-old or 5-year-old yaks. GO analyses for the T vs. Y group comparison revealed genes that were differentially expressed and differentially methylated to be associated with spermatogenesis-related GO terms including cytoskeleton and actin binding, and with the actin cytoskeleton regulation and MAPK signaling KEGG pathways. Moreover, GO analyses for the T vs. M group comparison revealed differentially expressed and differentially methylated genes to be associated with GO terms including protein ubiquitination, ubiquitin ligase complexes, ubiquitin-dependent protein catabolism, and endocytosis, and with the apoptosis and Fanconi anemia KEGG pathways. Fanconi anemia (FA) is a rare autosomal recessive genetic disorder in which patients experience progressive bone marrow failure associated with a range of congenital abnormalities, reduced fertility, and a higher risk of developing leukemia and head and neck squamous cell carcinoma (62, 63). Roughly 50% of women affected by FA are infertile, while fertility is rare among males diagnosed with FA (64, 65). In male FA patients, reduced fertility-related clinical symptoms include major reductions in spermatozoa with concomitant spermatozoa abnormalities, with Sertoli cell syndrome and non-obstructive azoospermia often being diagnosed in these individuals (66).

While methylation-associated enzymes are known to play a key role in the spermatogenic process and cattle-yak m^6^A transcriptional mapping has been conducted, how altered methylation levels ultimately contribute to cattle-yak male sterility has yet to be established. Here, analyses of cattle-yak testicular methylation profiles were performed at the whole-tissue level. However, the process of spermatogenesis is highly complex and relies upon synergistic interactions among multiple cell types. As such, further work will be necessary to establish the cell type-specific effects of RNA methylation in the context of male cattle-yak infertility. Future advances in single-cell sequencing technologies have the potential to offer new insight into the methylation of individual cells within cattle-yak testes, providing a foundation for future functional research exploring the link between m^6^A methylation and male cattle-yak sterility.

## Conclusion

In summary, analyses m^6^A methylation levels in cattle-yak testis tissues and associated gene enrichment analyses were performed in this study. The expression of related methylases in cattle-yak samples was significantly reduced relative to that in yaks both before and after sexual maturity. Enrichment analyses of differentially expressed genes and genes associated with differentially methylated peaks indicated that the differentially expressed genes identified when comparing cattle-yaks and pre-sexually mature yaks were mainly associated with spermatogenesis, including cytoskeleton and actin binding, and actin cytoskeleton regulation. In contrast, differentially expressed genes identified when comparing cattle-yaks and sexually mature yaks were primarily associated with protein ubiquitination, ubiquitin ligase complexes, ubiquitin-dependent protein catabolism, and endocytosis, as well as with the apoptosis and Fanconi anemia KEGG pathways.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Ethics statement

All animal-related procedures were consistent with guidelines established by the China Council on Animal Care and the Ministry of Agriculture of the People's Republic of China. The Animal Care and Use Committee of the Lanzhou Institute of Husbandry and Pharmaceutical Sciences Chinese Academy of Agricultural Sciences approved all yak handling procedures for this study (Permit No: SYXK-2014-0002). Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

Conceptualization: XG and JP. Data curation and writing—original draft: XW. Investigation: SG, MC, and YK. Software: YL and CL. Writing—Review and editing: LX, PB, and PY. Funding acquisition: XG. All authors contributed to the interpretation of the results, writing of the article, read, and agreed to the published version of the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the China Agriculture Research System of MOF and MARA (CARS-37) and the Innovation Project of Chinese Academy of Agricultural Sciences (25-LZIHPS-01).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Characterization of N6-methyladenosine in cattle-yak testis tissue
**Source:** Front Vet Sci. 2022 Aug 9;9:971515. doi: 10.3389/fvets.2022.971515
**Supplement:** Supplementary file 1

**Characterization of N^6^-methyladenosine in Cattle-yak Testis Tissue**

**Xingdong Wang^1,2^, Jie Pei^1,2^, Shaoke Guo^1,2^, Mengli Cao^1,2^, Yandong Kang^1,2^, Lin Xiong^1,2^, Yongfu La^1,2^, Pengjia Bao^1,2^, Chunnian Liang^1,2^, Ping Yan^1,2^, Xian Guo^1,2^***

**RT-qPCR**

To study the m6A status in cattle-yak testicular tissue after sexual maturation, the levels of RNA methylation-related genes such as *METTL3*, *METTL14*, *WTAP*, *FTO*, *ALKBH5*, *YTHDF1/2/3*, *YTHDC1/2*, *RBM15*, *VIRMA*, and *ZC3H13* were detected using qRT-PCR. The National Center for Biotechnology Information website was used for primer designing (Supplementary Table S9). RT-qPCR was performed using LightCycler® 96 Instrument (Roche, Beijing, China). The reaction volume was 20 µL, including 10 µL of 2× PrecisionPLUS Master Mix (Primerdesign), 1 µL of diluted cDNA (25 ng), 1 µL (300 nmol) of gene-specific forward and reverse primers each, and 7 µL of RNase/DNase free water. The standard PCR reaction conditions for all transcripts were as follows: 95°C (3 min), followed by 39 cycles of 95°C (10 s) and 55°C (30 s). *GAPDH* was used as the reference gene, and relative gene expression was examined using the 2^-ΔΔCT^ method (1). Each reaction was repeated in triplicate to obtain Ct values. Analysis of variance (ANOVA) was used to analyze differences in the expression of methylation-related enzymes.

**MeRIP-seq and RNA-seq and sequencing data analysis**

First, the quality and quantity of total RNA were estimated using Bioanalyzer 2100 (Agilent, CA, USA) and NanoDrop 2000 (Thermo Scientific), both with an RIN number > 7.0. More than 100 μg of total RNA was used for mRNA isolation via an mRNA Purification Kit (Ambion Dynabeads mRNA Purification Kit). Subsequently, poly (A) mRNA fractions were created using divalent cations and a thermocycler (RNA solution kept at 94°C for exactly 5), incubated with m^6^A-Dynabeads (Anti-m^6^A, Synaptic Systems, Cat. No 202003) in an m^6^A-binding buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl_2_, 1% NP-40, 2 mM EDTA), and allowed to bind to the beads. Following this, the m^6^A-Dynabeads were washed and m^6^A-positive RNA was eluted. The RIP was extracted and cleaned, and finally, m^6^A “enriched RNA” was collected. We used 100 ng of RNA (100 ng of input and 100 ng of post m^6^A-IP positive fraction) for library construction with the Illumina TrueSeq Stranded mRNA platform. Finally, paired-end sequencing was performed on an Illumina HiSeq X10 system at OE Biotech Co., Ltd. (Shanghai, China) using manufacturer’s instructions. The data was submitted to the GENE EXPRESSION OMNIBUS (GEO) database (accession number GSE205649).

Raw reads obtained from RNA sequences were subjected to statistical analysis and quality control (Supplementary table S1). Raw data (raw reads) in the fastq format were processed using the Trimmomatic (2) software, and reads with adapter sequences or poly-N sequences as well as low-quality reads were removed to obtain clean data. Following this, 250,000 paired reads were randomly extracted from the clean data, and blastn was used with the NT database (ftp://fp.ncbi.nih.gov/blast/db) to examine sequence alignment with the reads. The most high-quality results with an e value < 1e-10 and coverage > 80% were selected. Meanwhile, the SortMeRNA (3) software was used for removing ribosomal RNA reads. The remaining clean reads were mapped to the reference genome, LU_Bosgru_v3.0 (ftp://ftp.ensembl.org/pub/release-99/fasta/bos_grunniens/dna/Bos_grunniens.LU_Bosgru_v3.0.dna_sm.toplevel. Fa. gz) for sequence alignment using HISAT2 (4) to obtain position information on the reference genome as well as specific sequence characteristic information from the sequenced samples. Default parameters were used, and unique reads showing high mapping quality were retained. The Guitar (5) R package and deeptools (6) software were used to evaluate m6A-seq data quality in order to assess the quality of MeRIP-seq data.

m6A-enriched peaks were detected in each ample using the MeTDiff peak calling software (screening criteria: p <= 0.05; fc >= 1.5) and the options FRAGMENT_LENGTH=200, PEAK_CUTOFF_PVALUE=0.01, and PEAK_CUTOFF_FDR=0.05) (5). The number, width, and distribution of peaks were statistically analyzed, and the corresponding input sample was used as the control. 

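ChIPseeker gives each peak a class and a gene with its transcript, and for the exon class also the exon that the peak overlaps. The gene and the exon need not belong together. In cattle-yak testis, 315 of the exon class peaks (2.77%) were annotated to an exon of another gene identifier than the listed one. For a further 235 the exon is listed with a transcript that has no gene identifier, so its gene is not known. In 200 rows (1.24% of the listed peaks) the peak did not overlap the listed transcript, and in 139 rows (0.859%) the peak contained the whole of it. Counting each exon class peak for the gene of its exon, a choice made after the data were seen, gave 9157 genes, or transcripts without a gene identifier, with a peak, of which 55.2% had a single one.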

The identified peaks were annotated based on their intersection with the gene architecture using ChIPseeker (7). Finally, differential analysis of m6A-seq data was performed by comparing data from yak and cattle-yak. This was done using MeTDiff (screening criteria: diff.p <= 0.05; diff.fc >= 1.5) with the following parameters: FRAGMENT_LENGTH=200, PEAK_CUTOFF_PVALUE=0.01, DIFF_PEAK_CUTOFF_FDR=0.05, and PEAK_CUTOFF_FDR=0.05). The differential peaks were again annotated using ChIPseeker.

Gene ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of the identified peaks and differential peaks were performed using R based on hypergeometric distribution. Sequence motifs were identified using MEME (8) and DREME (9) and annotated using Tomtom software.

**REFERENCES**

1. Jozefczuk J, Adjaye J. Quantitative Real-Time Pcr-Based Analysis of Gene Expression. *Methods in enzymology* (2011) 500:99-109. doi: 10.1016/b978-0-12-385118-5.00006-2.

2. Bolger A, Lohse M, Usadel B. Trimmomatic: A Flexible Trimmer for Illumina Sequence Data. *Bioinformatics (Oxford, England)* (2014) 30:2114-20. doi: 10.1093/bioinformatics/btu170.

3. Kopylova E, Noé L, Touzet H. Sortmerna: Fast and Accurate Filtering of Ribosomal Rnas in Metatranscriptomic Data. *Bioinformatics (Oxford, England)* (2012) 28:3211-7. doi: 10.1093/bioinformatics/bts611.

4. Kim D, Langmead B, Salzberg S. Hisat: A Fast Spliced Aligner with Low Memory Requirements. *Nature methods* (2015) 12:357-60. doi: 10.1038/nmeth.3317.

5. Cui X, Wei Z, Zhang L, Liu H, Sun L, Zhang S, et al. Guitar: An R/Bioconductor Package for Gene Annotation Guided Transcriptomic Analysis of Rna-Related Genomic Features. *BioMed research international* (2016) 2016:8367534. doi: 10.1155/2016/8367534.

6. Ramírez F, Dündar F, Diehl S, Grüning B, Manke T. Deeptools: A Flexible Platform for Exploring Deep-Sequencing Data. *Nucleic acids research* (2014) 42:W187-91. doi: 10.1093/nar/gku365.

7. Yu G, Wang L, He Q. Chipseeker: An R/Bioconductor Package for Chip Peak Annotation, Comparison and Visualization. *Bioinformatics (Oxford, England)* (2015) 31:2382-3. doi: 10.1093/bioinformatics/btv145.

8. Bailey T, Boden M, Buske F, Frith M, Grant C, Clementi L, et al. Meme Suite: Tools for Motif Discovery and Searching. *Nucleic acids research* (2009) 37:W202-8. doi: 10.1093/nar/gkp335.

9. Schulz M, Devanny W, Gitter A, Zhong S, Ernst J, Bar-Joseph Z. Drem 2.0: Improved Reconstruction of Dynamic Regulatory Networks from Time-Series Expression Data. *BMC systems biology* (2012) 6:104. doi: 10.1186/1752-0509-6-104.

# Supplementary material for: Characterization of N6-methyladenosine in cattle-yak testis tissue
**Source:** Front Vet Sci. 2022 Aug 9;9:971515. doi: 10.3389/fvets.2022.971515
**Supplement:** Supplementary file 2

Supplementary Table S1. Primer sequence.

| **Gene** | **Primer sequences (5' to 3')** | **TM/ ^o^C** |
| --- | --- | --- |
| METTL3 | F: TAGCCAAGGAGCCAACCAAG  R: TCTTGAACTTGAGCCCGACC | 57 |
| METTL14 | F: TCTGGGGAAGGATTGGACCT  R: CCCGTCTGTGCTACGCTTTA | 57 |
| WTAP | F: GTCTGGATTTCACAGGGAGGG  R: CAGGTTTCTCCTCTTGCGGG | 59 |
| FTO | F: GCACAAGCACGGCTGTTTAT  R: TTGACAGGCGGCAGCTATTT | 55 |
| ALKBH5 | F: ACGAGATTAGATGCACCCCG  R: CTGTTGTTTCCCGACAGACG | 57 |
| YTHDF1 | F: GTCACCACCTCTGCAGTCAA  R: TGTTTAATAGGTGGCGGGGG | 57 |
| YTHDF2 | F: CTGCGAAACAGCAACCCAAG  R: TGCCACAGGACCCTTGTTATC | 57 |
| YTHDF3 | F: CAGAGGAAACAGGCGAAGAA  R: CTGCTTCCCCAAGCGAATATG | 57 |
| YTHDC1 | F: GAAGCTCTGCATCGGAGTCA  R: CTTTTCGGACAGCACGAACG | 57 |
| YTHDC2 | F: AGTGGAAGTGATCTCAGTGCAG  R: GTGCATTTTCAGCAAACCGC | 56 |
| RBM15 | F: GAGTTTGACCGGTTTGGCAC  R: TGAGTTAACGGCAGAGGCTG | 57 |
| ZC3H13 | F: CCCCAGGGATTCTCGGTCTA  R: CTACTTCTGCCCATCCGGTC | 59.5 |
| VIRMA | F: ACTACTGCCTTGCGTGTTCT  R: AGCGAGCCATCGAAATGGTA | 55.4 |
| CREB1 | F: AACCAGCAGAGTGGAGATGC | 57 |
|  | R: GTTGAAATCTGAACTGTCTGGACT |  |
| NFE2L3 | F: GAACCGACGGCTCAAGTGTC | 57 |
|  | R: CCAGTGAGACTCCCTCCAGTA |  |
| CHFR | F: GTGAGTCCTCGGACGTTAGC | 57 |
|  | R: GCACAGCCCCAGTATAGGTG |  |
| SYCP2 | F: TGGCTTGTCAGTGGTTCTCAA | 57 |
|  | R: TGACTGCTTCCCACTGATGAT |  |
| FZD8 | F: GGCCCATCATATTCCTCTCGG | 57 |
|  | R: CCAGCACGGCGATAGACTT |  |
| GRAMD1A | F: AGAACGCGCTGCTTGAAAAG | 57 |
|  | R: TACATCGCCCACATCCTTGG |  |
| PCYOX1L | F: CTCCACATGCAGGGTTTCGT | 57 |
|  | R: ACACCCGAGAAGGCATAACC |  |
| CPPED1 | F: GAACAGGAGATCCGTCTGGC | 57 |
|  | R: GAACGAGGAACAGGACACCC |  |
| CNST | F: AGTGACACATGCCGTTAGTGA | 57 |
|  | R: TTCCCACTGTTCTTGAATGGC |  |
| PXT1 | F: CTTCTCAGCCCAAGGAGGAT | 57 |
|  | R: TCCCCAATGTTTCTCAGGCG |  |
| SPATA18 | F: GCCATATCCCTTTTGGCTGC | 57 |
|  | R: TCGTCCTTCAGTGTTCGGAG |  |
| TFAM | F: CGACTGCGCTCTCCCTTTAG | 57 |
|  | R: CTGCCAGTCTGCCCTGTAAG |  |
| GAPDH | F: TCACCAGGGCTGCTTTTA | 60 |
|  | R: CTGTGCCGTTGAACTTGC |  |

How the deposited data were processed for this re-analysis (not part of the article)

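The data cover m6A IP and input libraries from the testes of 3 cattle-yaks aged 5 years, 6 libraries in all. The authors made 2 kinds of table from them. The peak list holds 16186 peaks called with MeTDiff from IP against input, with a fragment length of 200, a peak p-value cutoff of 0.01, an FDR cutoff of 0.05, a screening p-value of 0.05 and a fold of at least 1.5, as the Supplementary material states. It describes peak calling in each sample, whereas the list used here is 1 list for the group, without scores and without values per animal. The peaks were annotated by the authors with ChIPseeker against LU_Bosgru_v3.0 (Ensembl release 99). The FPKM values were computed and deposited by the authors for 20953 genes in the 3 input libraries, and the paper's text does not name the program. FPKM values are not read counts, and no count model was used. Reads had been trimmed with Trimmomatic, cleared of ribosomal RNA with SortMeRNA and aligned with HISAT2.

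From the peak list, the number, width, class, exon number and gene of the peaks were counted. Shares were given with Wilson 95% intervals, which cover counting error only, since peaks and genes are not replicates. From the FPKM values, means and standard deviations over the 3 animals were computed, and Pearson's r between animals on log2(FPKM + 1). The relation of peak number to expression was measured across genes by Spearman's rho with 100000 permutations (two-sided). Lists of genes were compared with 10000 random lists matched on mean FPKM in 20 bins. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used. The procedures were tested on simulated data. A single draw of peaks without regard to expression over 20953 genes gave a rho of -0.019. It cannot show how often the permutation test gives a small p-value without a relation. The merged peak number was recovered for 200 of 200 simulated genes, and 94.2% of intervals held the true share over 1000 simulated lists.

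The depth is known from the paper's Supplementary Tables S2 and S3 only, with 40688761 to 49655806 uniquely mapped reads per library. FPKM values keep no read numbers, so no interval or detection limit could be given for a gene. With 1 condition, no comparison between conditions was made, and 3 animals allow no test for an outlying one.

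The rule for the genes named was fixed before the data were examined. It covers the genes that the study names for cattle-yak testis, the 5 genes with the most peaks, the highest mean FPKM and the largest coefficient of variation among genes with a mean FPKM of at least 10, and marker genes of Sertoli, Leydig and peritubular myoid cells, spermatogonia, spermatocytes and spermatids. The genes that take the places in the ranked lists follow from the data. Outside the rule, *RBMS3* (the widest peak), *UBE2M* and *ZNF773* (the symbols with the most peaks) and the symbols named on chromosome Y were chosen after their values were seen. Symbols were taken from the peak list and from the 842 rows of Supplementary Table S6 used here, which name 9267 of the 20953 genes (44.2%), mostly genes with a peak. Of 33 genes the study names, 20 could be matched to an identifier. The alternatives tried were another minimum FPKM and pseudocount, unique or merged intervals, genes counted by symbol, peaks of at most 1000 bp, weighting by width, rescaled libraries and each animal left out in turn.

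A genome sequence and a gene annotation of this build were not used here. The RRACH motif, the distance to stop codons, exonic peak widths, peaks per length of UTR or coding sequence, and the share of X-linked genes with a peak were therefore not analysed. Shares of peaks on X could not be set against all X-linked genes, since a chromosome is listed for genes with a peak only.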

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

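The tests in this part were chosen after the patterns they address had been seen, except the comparison of symbols between X and Y. The design holds 1 condition, so no biological explanation was tested.

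Among the 3390 genes listed at FPKM 0 in all 3 input libraries, 82 carried a peak (2.42%, 95% interval 1.95% to 2.99%), 90 peaks in all, which the paper does not discuss. The median width of these peaks was 13834 bp, against 1022 bp for all peaks. In 62.2% of them (51.9% to 71.5%) the peak contained the whole listed transcript. If the short span of these transcripts alone were the reason, peaks on expressed genes of that span should show a similar share. Peaks on genes with an FPKM of at least 1, matched to 87 of the 90 peaks within 10% of the transcript span, contained the transcript in 4.44% on average and in at most 12.6% over 10000 matched sets. Peak width was not matched, and the expressed-gene peaks open to matching had a median width of 1150 bp. Their lower share may come from narrower peaks. The comparison therefore cannot tell whether a short span inside a wide peak is enough for the genes at FPKM 0. Of the 76 exon class peaks on these genes, 38 (50%, 39.0% to 61.0%) were annotated to an exon of another gene identifier, against 1.87% for genes with an FPKM of at least 1, and 12 to an exon of a transcript without a gene identifier. One example is *SYCP2*, for which identifier ENSBGRG00000024487 is listed at 0, while its peak was annotated to exon 16 of 29 of ENSBGRG00000024249, also *SYCP2*, with a mean FPKM of 4.36. A candidate explanation is that such a gene lies inside a wide peak that belongs to another gene. Of the 34 peaks that do not contain the listed transcript, 21 were annotated to an exon of another gene identifier or did not overlap the transcript. The remaining 13 show neither and are left open, and an FPKM of 0 may also be a failed estimate, which was not tested.

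Of the 7944 genes with a peak and a gene ontology term, 1326 (16.7%, 15.9% to 17.5%) were annotated with RNA-directed DNA polymerase activity, a term of transposable elements. The share rose from 3.52% in the fifth of genes with the shortest listed transcripts to 40.2% in the fifth with the longest, a rank correlation with transcript span of 0.36 across genes (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give, and 1e-05 after Benjamini-Hochberg adjustment over 4 rank correlations). Genes are not independent replicates. A candidate explanation is that the terms were given for repeats inside the span of the gene and not for its product. Enrichments of such terms were not tested.

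The list holds 96 peaks on chromosome Y, on 53 identifiers, of which 46 had an FPKM of at least 1 in all 3 animals, and 534 peaks on chromosome X. The paper does not report peaks by chromosome apart from *SYNE2*. The Y peaks carry 32 symbols, among them *TLR7* with 14 peaks on 9 identifiers, *GPR143* with 15 on 6, *STS* with 7 on 5 and *SRY* with 2 on 2. These symbols were chosen after their values were seen. Reads shared between copies on X and Y could place a peak on Y, and symbols with a peak on both were counted as a sign of this. Of the 32 symbols, 0 (0%, 95% interval 0% to 10.7%) had a peak on X. This leaves shared reads open, since copies without a peak or a symbol are not seen. The authors also kept unique reads only, so reads that match both copies equally need not give a peak on both.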

How the results depend on the processing

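The alternatives were set before the data were examined unless stated. No paired analysis was possible because the peak list pools the 3 animals and FPKM values cover the input libraries only, so neither peaks nor expression can be compared between IP and input per animal.

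The number of peaks stayed within 1.5 times 16186 with unique intervals (16185), merged intervals (15278) and peaks on genes with an FPKM of at least 1 in every library (14089). The peaks of *VGLL3* (2) and *DONSON* (3) were as many after merging. The number of genes with an FPKM of at least 1 in all 3 animals (11402) was 12552 with a minimum of 0.5, 12144 by the mean, and from 11530 to 11724 across the 3 counts that each left out one animal.

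Shares moved beyond their 95% intervals in most settings, for causes that were not tested. With genes at an FPKM of at least 1 in every library, 47.0% of peaks were at most 1000 bp wide, 51.8% of genes had a single peak, 69.0% of peaks were in the exon class and 21.8% in the 3' UTR class. With genes counted by symbol, 47.7% had a single peak, and with merged intervals 57.1%. Counted by the gene of the annotated exon, chosen after seeing the data, it was 55.2%. With peaks of at most 1000 bp, the exon, 3' UTR and 5' UTR classes held 64.4%, 28.1% and 7.46%. Weighted by width they held 68.8%, 12.1% and 19.2%, which puts the 5' UTR class above the 3' UTR class. Wide peaks were more often in the 5' UTR class, but a peak carries a single class whichever parts it spans. The share of exon class peaks in the last exon, 18.2%, was 16.9% for exons of the listed transcript, 11.6% in transcripts with at least 3 exons, 35.8% for peaks of at most 1000 bp and 3.49% for wider peaks, all chosen after seeing the data. The most peaks on a gene were 18 by identifier and 45 by symbol (*UBE2M*), also chosen after seeing the data, since several identifiers share a symbol.

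Across genes with FPKM above 0 in every library, the number of peaks rose with expression (Spearman's rho 0.234, permutation p = 1e-05, the smallest the permutations can give). It was 0.234 with a pseudocount of 0.1, which cannot change ranks, 0.480 without a filter, and from 0.246 to 0.262 across the 3 fits that each left out one animal. Among genes with an FPKM of at least 1 in every library it was reversed, at -0.129. The cause was not tested.

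The lowest Pearson's r between animals, 0.978, was 0.969 with a pseudocount of 0.1 and 0.970 for genes with an FPKM of at least 1 in every library. Of the 49 named gene identifiers, 2 are listed at 0 in every library, so no setting could move them. The mean FPKM of the other 47 moved by less than its SD in all 235 alternative values. Leaving out 1 of 3 animals cannot move a mean by more than its SD, so those settings say nothing about stability. The rescaling factors lay between 0.9696 and 1.044 by sum and between 0.995 and 0.9998 by median ratio. Rescaling could therefore hardly move a mean, and it says little about stability either.

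A stricter fold enrichment was not run, since no score per peak is listed. Exonic widths, the class along the spliced transcript, peaks per kb, classes from coding sequence, adjustment for transcript length, the RRACH motif and stop codons need an annotation or genome not used here, and X against autosomes needs the chromosome of genes without a peak; these were not run.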

Other observations

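The tests in this part were chosen after the patterns they address had been seen.

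Among exon class peaks wider than 1000 bp in listed transcripts spanning at least 50000 bp (3094 peaks), the width rose with the transcript's span per exon (Spearman's rho 0.32 across peaks, permutation p = 1e-05, the smallest the permutations can give) more than with the span itself (rho 0.18, p = 1e-05). Both adjusted p-values over 4 rank correlations were 1e-05. Peaks are not independent replicates. The listed widths are spans on the genome, so any intron inside a peak is counted. The relation is in line with introns making up part of the width of these peaks. How large that part is was not measured, since widths over exons alone were not computed, and no biological explanation was tested.

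The share of genes with a peak was not highest in the most expressed genes. Over 10 bins of mean FPKM among genes above 0, it was 2.73% in the lowest bin, rose to 75.7% (95% interval 73.6% to 77.6%) in the bin from 6.79 to 10.8 FPKM, and was 47.5% (45.2% to 49.9%) in the bin above 33.1 FPKM. No explanation was tested.

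Of 13 m6A regulators the study measured by qPCR, 9 could be matched to an identifier and all 9 carried a peak. Since most symbols come from the peak list, this says nothing about how common peaks are among regulators. In the input libraries, the FPKM of *ALKBH5* was 77.4 ± 7.37 (SD, n = 3), that of *YTHDC1* 21.2 ± 0.737, that of *YTHDF2* 13.8 ± 0.896, that of *METTL14* 5.95 ± 0.273 and that of *FTO* 5.50 ± 0.295. *VIRMA* is listed under 2 identifiers, with FPKM of 25.2 ± 1.64 and 2.83 ± 0.103.

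Spermatocyte markers were higher in TES5 than in the other animals. The list has 10 genes, of which 6 could be used (60%), all chosen for the list before the data were examined and all with a peak. The median log2 ratio of FPKM + 1 was 0.47 for TES5 against TES6 and 0.47 for TES5 against TES7. TES5 was higher in 6 of 6 genes each time. Single genes ran from 0.024, a near tie, to 1.207 against TES6 and from 0.287 to 1.288 against TES7. For TES6 against TES7 the median was -0.08, with 2 of 6 genes higher in TES6. Single genes of that pair ran from -0.7524 to 1.165, so these animals also differed, in both directions. Both TES5 comparisons use the same TES5 library, so they are not independent of each other. The percentiles among 10000 matched random lists were 99.88, 99.75 and 21.7. Those lists were matched on mean FPKM only, so any set of genes that vary together can reach extreme percentiles. In all, 12 percentiles were computed, for 4 lists and 3 pairs of animals, and 4 lay outside the middle 95% of random lists. The others were 3.29, 7.76 and 89.0 for Sertoli cells (4 of 8 genes), 5.73, 30.6 and 89.6 for peritubular myoid cells (3 of 3) and 14.6, 0.48 and 2.07 for spermatogonia (2 of 10), in the same order of pairs. For Leydig cells only *STAR* was matched, at an FPKM of 107 ± 5.95 (SD, n = 3), and 0 of 10 spermatid markers were matched. *DMC1* is listed under 3 identifiers, of which the one with the highest mean FPKM was used. It (ENSBGRG00000002636) had an FPKM of 21.4, 8.72 and 15.4 in TES5, TES6 and TES7. The others did not follow it, with 1.36, 1.72 and 1.51 for ENSBGRG00000002697 and 0.560, 0.635 and 0.446 for ENSBGRG00000002664. With every identifier of at least 1 in mean FPKM counted, a choice made after seeing the data, TES5 was higher in 6 of 7 against each other animal, and the percentiles were 99.75, 99.67 and 43.1. Library scaling is argued against, since the largest median log2 ratio over the 3 pairs was 0.019 across the 12144 genes with a mean FPKM of at least 1. A different share of spermatocyte RNA in the 3 testes may underlie the difference, but with 1 animal on each side and few genes matched, it cannot be told apart from differences between animals within the same cells.

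The gene with the highest mean FPKM, ENSBGRG00000025999, had 7839, 5416 and 6420 in TES5, TES6 and TES7, followed by ENSBGRG00000015577 with a mean of 2892 ± 201 (SD, n = 3). Among genes with a mean FPKM of at least 10, the largest coefficient of variation between animals (173%) was at ENSBGRG00000025835, listed at 0 in TES5 and TES6 and at 240.3 in TES7. The peak list and the 842 rows of Supplementary Table S6 used here do not pair these identifiers with names. None of the 3 carried a peak, and no explanation was tested.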
